A study of Rattus norvegicus with 28 samples. Its data were reported in "Med14 phosphorylation shapes genomic response to GLP-1 agonists" (2026).

How the data were processed

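Bulk RNA-seq libraries of INS-1 cells were analysed from the processed tables. The 28 libraries cover WT and Med14 S983A knock-in cells at CON and after 1, 8 or 16 h of Ex-4 or FSK, 2 libraries for each of 14 groups. Group and replicate were taken from the sample titles. The column names of the tables carry library numbers that differ from those in the sample labels, so each column was matched by the genotype, treatment, hours and replicate in its name.

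The authors aligned reads to rn6 with the ERCC sequences using STAR 2.5.3a and quantified transcripts as TPM with HOMER 4.11.1, and the deposited TPM values were used as they are, without scaling on the spike-ins. The Length column, which the authors' table gives beside the TPM, is the exon length of the transcript in bases. The deposited count table holds the authors' QoRTs 1.3.6 counts of the 92 ERCC sequences alone. The authors called genes with DESeq2 1.24.0 on size factors from the ERCC counts, which were added to a fixed mass of total RNA and so measure messenger RNA per mass and not per cell.

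The TPM table had 19223 lines, of which 92 were ERCC sequences. For symbols with several transcripts the one with the highest mean TPM was kept, which dropped 1676 transcripts and left 17455 symbols. All 10275 genes with a mean of at least 1 TPM over the 28 libraries were tested. Fragments were recovered as TPM times length, scaled per library so that the ERCC sequences matched the deposited ERCC counts. The recovered values were checked against whole reads. Of 137335 values under 1000 reads, 100% were whole within 0.05 reads beyond rounding, against 22.6% by chance, with 2 reads per fragment. The largest difference between a deposited ERCC count and its recovered value was 0.0663. The libraries held 42551133 to 92635979 fragments and 360572 to 841816 ERCC counts. The spread between replicates exceeded counting noise in every group, with a chi-square per degree of freedom of 2.54 to 9.81. Counting error was not measured by level of expression.

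Log2(TPM + 1) values were fitted with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) in R 4.3.3. All 28 libraries entered the fit, with a mean for each of the 14 groups and a shared estimate of the spread on 14 residual degrees of freedom. The contrasts were 12 treatments against CON of the same genotype, genotype at CON, 6 interactions of treatment and genotype and 3 comparisons of Ex-4 with FSK in WT. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg within a contrast of 10275 genes, and a gene was called at an adjusted p under 0.05 and a fold change above 1.5. These thresholds, the tests, the gene lists and the alternatives, except those named as added, were fixed before the data were examined. Some tests of possible explanations were chosen only after values were seen, as stated where they are reported. The study's own method needs gene counts, so limma on TPM was planned as the test.

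Gene sets were tested with fry in the same fit, over 6 sets and 7 contrasts (42 tests, adjusted together). The sets were AP-1 genes, CREB feedback genes, glycolysis, the TCA cycle, cholesterol biosynthesis and ER protein folding. Hk1, Hk2, Tpi1, Eno2 and Ldha had means under 1 TPM and were left out of the glycolysis set. Whether reads shared with pseudogene copies had been dropped for them was not tested, so the glycolysis values hold for the 12 other genes alone. The rule for naming genes picked Med14, 29 genes that the study names for these libraries, and, for 16 h of Ex-4 in WT, genotype at CON and the 16 h Ex-4 interaction, the 3 called genes with the largest rise and the 3 with the largest fall among genes with a mean of at least 10 TPM. A few genes that the rule picked are not reported here. Part of the study's names, and part of the AP-1 and CREB feedback lists, were picked by the study on these libraries. Jun, Mvk, Sdf2l1, Sdhb and Eno1 are set members named for their position in a run, chosen after their values were seen.

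The test was checked on simulated data for WT 16 h Ex-4 against WT CON, with 200 of 10098 genes changed 2-fold or 3-fold. Limma recovered 97.5% of them with 4 wrong calls and 1 call in an unchanged interaction. The edgeR quasi-likelihood test recovered 98.5% with 0 wrong calls. The simulation gave all genes and groups the same spread and as many rises as falls. It therefore does not bear on calls that depend on scaling or on a spread that differs between groups.

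Alternatives were a pseudocount of 0.1, no filter (14852 genes), a mean of at least 5 TPM (8833 genes), centring of each library on its median, scaling on the ERCC counts, a fit with only the libraries of the contrast (2 residual degrees of freedom for a treatment against CON), the replicate number as a block, leaving out each library in turn, no fold minimum, edgeR 4.0.16 and DESeq2 1.42.0 on recovered fragments, camera with a preset correlation of 0.01 for sets, separate WT CON libraries for values that share them, and genes chosen on 1 replicate and measured on the other. Added after seeing the data were edgeR and DESeq2 with ERCC scaling, and the filter at 5 TPM for the correlation, overlap and response values. ERCC scaling used 37 ERCC sequences with a mean count of at least 100, whose log counts had a Pearson r of at least 0.997 between libraries. With 2 libraries per group no outlier test within a group and no count over other splits of the libraries could reach a threshold. Runs of neighbouring genes were sought in the rn6 coordinates of the table. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.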

Results

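Gene expression was measured by bulk RNA-seq in INS-1 cells, a rat insulinoma line that makes and secretes insulin. The cells were WT or carried a knock-in of the S983A substitution in Med14, a subunit of the Mediator complex that links transcription factors to RNA polymerase II. Cells were left untreated (CON) or were exposed to 10 nM exendin-4 (Ex-4), an agonist of the GLP-1 receptor, or to 10 µM forskolin (FSK), which activates adenylyl cyclase and raises cAMP. Exposure lasted 1, 8 or 16 h. The 28 libraries made up 14 groups of 2 replicates, and each treated group was compared with the CON group of its genotype. The question was whether the early and late gene responses to cAMP signals depend on the Med14 residue.

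The libraries held 42551133 to 57231981 fragments, except replicate 2 of Med14 S983A at 8 h of FSK, which held 92635979. Between 9816 and 10249 genes reached 1 TPM per library. The Pearson r of log2 values over genes between the replicates of a group was 0.998 to 0.999, and the chi-square per degree of freedom between replicates was 2.54 to 9.81, so no pair was as close as counting noise alone would give. Spike-in RNA of the External RNA Controls Consortium (ERCC) made up 0.671% to 1.03% of fragments. Its share was 0.908% ± 0.0630 (SD, n = 2) in WT CON and 0.744% ± 0.0128 (SD, n = 2) in WT at 16 h of Ex-4. In Med14 S983A it was 0.827% ± 0.0122 (SD, n = 2) in CON and 0.887% ± 0.0958 (SD, n = 2) at 16 h of Ex-4. Since the share of spike-in moved with the group, the balance of higher and lower genes is given below with TPM as deposited and, where it moved by over 10 percentage points, with scaling on the ERCC counts or with each library centred on its median.

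**Figure D1:**
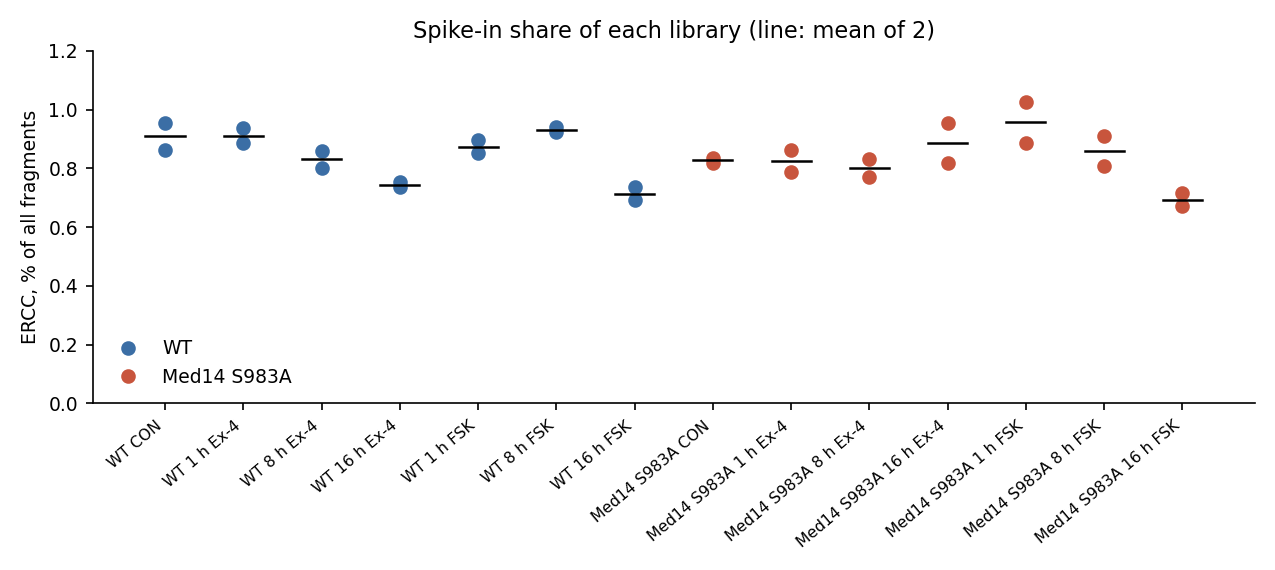
Share of fragments from ERCC spike-in (percent, vertical axis) in each of the 28 libraries by group. Points are libraries and horizontal lines are group means of 2 replicates, with the WT mean falling from 0.908% in CON to 0.744% at 16 h of Ex-4 while the Med14 S983A mean went from 0.827% to 0.887%.

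Med14 itself (NM_001191727, rn6 chromosome X, 10964035 to 11080894) had 20.9 ± 0.883 TPM (SD, n = 2) in WT CON and 19.9 ± 0.504 TPM (SD, n = 2) in Med14 S983A CON. Its log2 difference between genotypes was −0.06 (SE 0.07, limma adjusted p 0.404). A single residue was changed, so the amount of transcript does not check the genotype labels. None of the Ex-4 contrasts changed Med14 by 1.5-fold.

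The first comparison asked which genes respond to Ex-4 in WT cells. With limma, 180 genes were higher and 115 lower at 1 h, 371 higher and 615 lower at 8 h, and 363 higher and 851 lower at 16 h, at 1.5-fold and an adjusted p under 0.05 among 10275 genes. Scaling decided the balance at 8 and 16 h, while at 1 h more genes were higher than lower under each scaling. After median-centring, 208 genes were higher and 71 lower at 1 h, 517 higher and 373 lower at 8 h, and 665 higher and 407 lower at 16 h. With ERCC scaling, 585 were higher and 316 lower at 8 h, and 977 were higher and 276 lower at 16 h. DESeq2 with ERCC size factors, applied to fragments recovered from the TPM, gave 1141 higher and 358 lower at 16 h. The median log2 change of the 10275 genes at 16 h was −0.16 in TPM, 0.03 after median-centring and 0.14 with ERCC scaling, and each change at 16 h below is in TPM and thus relative to −0.16. Without the fold minimum, which moved the totals most, 2592, 6082 and 7057 genes passed at 1, 8 and 16 h. At 1 h these were 524 higher and 2068 lower, the reverse of the balance at 1.5-fold.

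**Figure D2:**
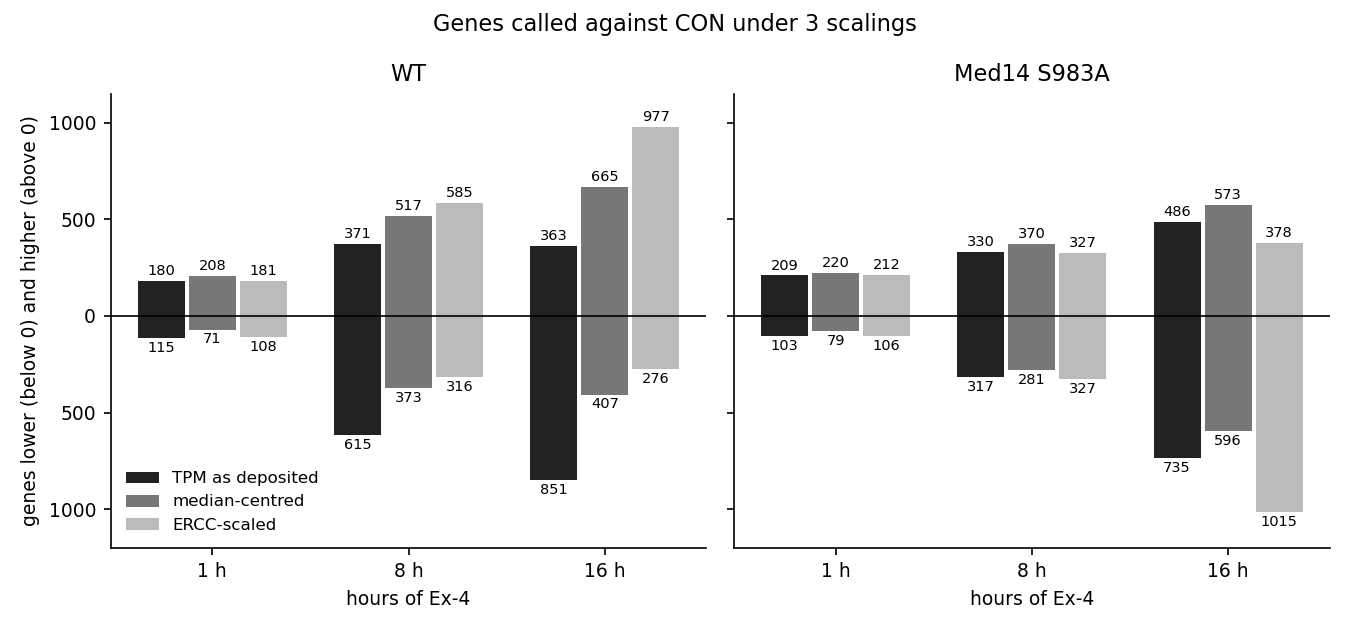
Number of genes called higher (bars above 0) and lower (bars below 0) against CON after 1, 8 and 16 h of Ex-4 in WT and in Med14 S983A, with TPM as deposited, median-centred and ERCC-scaled. The WT response at 16 h went from 363 higher and 851 lower in TPM to 977 higher and 276 lower with ERCC scaling.

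Among 29 genes that the study names for these responses, 11 were called at 1 h in WT, all higher. At 8 h, 12 were higher and 3 lower, and at 16 h, 10 were higher and 1 lower. The numbers were also 11, 15 and 11 when adjusted over the list alone. Part of that list was picked by the study on these libraries, so its counts are not independent evidence. The immediate early gene Fos (NM_022197, chromosome 6, 109300433 to 109303299) went from 2.04 ± 0.175 TPM (SD, n = 2) in CON to 46.1 ± 1.41 TPM (SD, n = 2) at 1 h, a log2 change of 3.96 (SE 0.10, limma adjusted p 2.2e-20), and was back at 2.28 ± 0.0566 TPM (SD, n = 2) at 16 h. Log2 changes at 1 h were 5.28 for Fosl2, 4.57 for Sik1, 4.19 for Rgs2, 4.04 for Junb and 2.82 for Dusp1. At 16 h the lipid gene Hmgcs1 (NM_017268, chromosome 2, 52427579 to 52445082) had risen from 79.7 ± 1.505 to 297 ± 0.443 TPM (SD, n = 2 each), with a log2 change of 1.89 (SE 0.05, limma adjusted p 3.6e-19). Ins1 rose by 0.77, while Pdk2 fell by 0.74 on the log2 scale. The fall of Pdk2 no longer reached 1.5-fold after median-centring (−0.55) or ERCC scaling (−0.42), whereas the rises of Mdh1 (0.42) and Slc25a1 (0.44) reached it under either scaling, as did that of Acadsb (0.69 and 0.76). Pde4d (0.67), Fasn (0.62) and Cyp4a8 (0.59) newly passed with ERCC scaling alone, and Kdr with a pseudocount of 0.1 (0.85), edgeR (1.14) and DESeq2 (1.17). The call of Ctrb1 at 16 h (0.62) was lost without replicate 2 of WT CON (0.55) and without replicate 1 of WT 16 h Ex-4 (0.57), and that of Plat at 1 h (0.62) without replicate 1 of WT CON (0.57).

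Among genes with a mean of at least 10 TPM, the 3 largest rises at 16 h in WT included those of Cartpt (NM_017110, chromosome 2, 30125249 to 30127269) and Cck (NM_012829, chromosome 8, 130120525 to 130127109). Cartpt rose from 8.39 ± 0.964 to 71.1 ± 0.153 TPM (SD, n = 2 each; log2 change 2.94, SE 0.07, limma adjusted p 8.5e-21). Cck rose by 2.63 on the log2 scale. The largest falls were those of Txnip (NM_001008767, chromosome 2, 198683168 to 198686968), Lingo4 (NM_001109189, chromosome 2, 195617044 to 195643502) and Hspa12a (NM_001107445, chromosome 1, 279946811 to 280015358). Txnip went from 321 ± 11.7 to 32.9 ± 0.169 TPM (SD, n = 2 each; log2 change −3.24, SE 0.08, limma adjusted p 3.9e-20), and the log2 changes of Lingo4 and Hspa12a were −2.13 and −2.05.

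FSK was used to ask whether a direct rise of cAMP gives the same response. In WT, limma called 260 genes higher and 508 lower at 1 h, 901 higher and 3579 lower at 8 h, and 1062 higher and 2478 lower at 16 h. After median-centring the splits were 331 higher and 291 lower, 1930 higher and 1848 lower, and 1723 higher and 1481 lower. With ERCC scaling the 16 h split became 2205 higher and 1191 lower. The median log2 change of all genes at 8 h of FSK was −0.34. Across genes, which are not independent replicates, log2 changes under Ex-4 and FSK had a Pearson r of 0.944 (Spearman rho 0.867) at 1 h and 0.741 (rho 0.706) at 16 h. Both share the WT CON libraries, and 100 simulations of unchanged groups against shared controls gave a median r of 0.501, between 0.478 and 0.525. With a different CON replicate for each treatment, r was 0.903 at 1 h and 0.723 at 16 h. At 1 h, 174 of the 180 genes higher with Ex-4 (96.7%) were also higher with FSK, and 106 of the 115 lower genes (92.2%) were also lower. At 16 h these numbers were 317 of 363 (87.3%) and 708 of 851 (83.2%). No correlation across samples was computed.

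In direct contrasts of the treatments in WT, 67 genes were higher and 117 lower with Ex-4 than with FSK at 1 h, 2396 higher and 490 lower at 8 h, and 1176 higher and 749 lower at 16 h. Median-centring turned the 8 h split into 1195 higher and 1058 lower.

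Gene sets were tested with fry, in 42 tests of 6 sets. After 1 h of Ex-4 in WT, the AP-1 genes had a median log2 change of 3.96 (adjusted p 1.5e-17, 7 of 7 higher) and the CREB feedback genes one of 3.69 (adjusted p 1.1e-15, 10 of 10 higher). The study picked part of both lists on these libraries. The glycolysis, TCA cycle, cholesterol and ER folding sets did not pass in WT at 1 h, although the ER folding set passed after median-centring (0.07), as did the TCA cycle set (0.06) and the cholesterol set (0.03) with the sign reversed. At 16 h in WT, cholesterol biosynthesis genes had a median of 1.38 (adjusted p 4.5e-16, 21 of 21 higher), ER protein folding genes 0.65 (adjusted p 1.7e-10, 22 of 23 higher) and glycolysis genes 0.40 (adjusted p 3.9e-10, 10 of 12 higher). The TCA cycle set had a median of 0.02 (adjusted p 0.00116, 11 of 19 higher), and with only the libraries of the contrast in the fit it did not pass. With 1 library left out its median was 0.0029 (without replicate 2 of WT 16 h Ex-4), 0.025 and 0.030 (without replicate 2 or 1 of WT CON) and 0.036 (without replicate 1 of WT 16 h Ex-4). AP-1 genes were down to 0.07 (adjusted p 4.2e-04; 0.0019 without replicate 1 of WT CON) and CREB feedback genes to 0.30 (adjusted p 0.00311). All 6 medians at 16 h were above the −0.16 of all genes and stayed above 0 with median-centring and ERCC scaling. Of the 42 tests, 41 had the same outcome with camera at its preset correlation of 0.01, the exception being the cholesterol set for the 1 h difference between genotypes, which passed with camera alone. In 6 tests the median, the mean and the test differed in sign, none of them past the threshold. These were the ER folding set at 1 h in WT, the TCA cycle set at 1 h in Med14 S983A, and the glycolysis set at 1 h in each genotype, at CON between genotypes and for the 1 h difference.

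The next comparison asked what the substitution changes in untreated cells. At CON, 852 genes were higher and 1145 lower in Med14 S983A than in WT. The split was 1069 higher and 932 lower after median-centring, and 1338 higher and 773 lower with ERCC scaling. The median of all genes was −0.07 in TPM and 0.12 with ERCC scaling. The 3 largest rises among genes of at least 10 TPM included those of Tnfsf12 (NM_001001513, chromosome 10, 56290780 to 56300077) and Def6 (NM_001191717, chromosome 20, 7788120 to 7809011). Tnfsf12 went from 0.0640 ± 0.0269 to 41.2 ± 2.74 TPM and Def6 from 0.185 ± 0.105 to 28.9 ± 0.0962 TPM (SD, n = 2 each). The largest falls were those of Pgm5 (NM_001191953, chromosome 1, 242581509 to 242765843), Cacng7 (NM_080695, chromosome 1, 64375605 to 64401857) and Dact2 (NM_001107464, chromosome 1, 56159435 to 56168351). Their means went from 85.4 to 0.3 TPM, from 68.2 to 0.110 TPM and from 61.3 to 0.0730 TPM. Where a group lies under 1 TPM, the log2 difference (5.31 for Tnfsf12, 4.66 for Def6, −6.06 for Pgm5, −5.96 for Cacng7, −5.86 for Dact2) depends on the pseudocount of 1 TPM.

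Of the 29 genes named by the study, 3 were higher and 12 lower at CON in Med14 S983A, and the total was again 15 when adjusted over the list alone. The higher genes included Ins2 and Fasn, with log2 differences of 3.57 and 1.05. Among the lower genes, Pde2a had −1.38, Cpt1a −1.24, Sik1 −0.99, Junb −0.96 and Pde10a −0.74. Fos was lower by −0.62, but its difference was under 1.5-fold after median-centring (−0.53), with ERCC scaling (−0.49) and without replicate 1 of WT CON (−0.56). Pde10a (−0.56) and Pde4d (−0.53) were also under 1.5-fold with ERCC scaling in limma. The calls of Fos, Pde10a and Pde4d were kept by edgeR and DESeq2, with and without ERCC scaling. The CREB feedback set was lower (median −0.65, adjusted p 1.2e-06, 2 of 10 higher), and the cholesterol (0.32, adjusted p 1.2e-07, 19 of 21 higher) and ER folding sets (0.49, adjusted p 2.9e-10, 23 of 23 higher) were higher, with the same signs under both scalings. The AP-1, glycolysis and TCA cycle sets did not differ by fry (medians −0.08, −0.06 and −0.06). Under another scaling, the glycolysis set passed as higher with ERCC scaling (0.14) and the TCA cycle set as higher after median-centring (0.03), and without replicate 1 of Med14 S983A CON the TCA cycle set passed as lower (−0.12).

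The insulin genes Ins1 (NM_019129, chromosome 1, 272799784 to 272800349) and Ins2 (NM_019130, chromosome 1, 215856967 to 215858034) are close copies, and how reads were divided between them is uncertain. Ins1 made up 3.41% ± 0.0555 of TPM in WT CON and 4.06% ± 0.252 in Med14 S983A CON (SD, n = 2 each). Ins2 made up 0.294% ± 0.00751 and 3.51% ± 0.346, and both together 3.70% ± 0.0480 and 7.57% ± 0.598 (SD, n = 2 each). At 16 h of Ex-4, Ins1 reached 5.83% ± 0.0694 in WT and 4.50% ± 0.0576 in Med14 S983A (SD, n = 2 each).

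Differences at CON were clustered along the chromosomes. In the gene order of rn6, 8 runs of at least 20 neighbouring genes had a shared shift, defined by a median over each gene and 25 neighbours on each side that was over 0.3 in size. The 8 runs held 902 genes (8.78% of those tested) and 572 of the 1997 calls, 543 of them in the direction of the run. In the runs 63.4% of genes were called, against 15.2% elsewhere. Their median log2 differences were −1.01 on chromosome 4 (161730643 to 184165540), 0.50 and 0.78 on chromosome 5 (104941067 to 145377221 and 154220552 to 173681091), 0.84 on chromosome 9 (71882480 to 121931564), 0.56 on chromosome 11 (87446261 to 90406730), −0.65 on chromosome 12 (25130375 to 52596076), −0.96 on chromosome 15 (120019 to 12584096) and −0.63 on chromosome 17 (372556 to 16196054). The largest local shift was 1.02, against 0.285 in 20 shuffled gene orders and 0.284 for the 16 h Ex-4 response in WT. Among genes named here, Cyp4a8 and Jun lie in the runs of chromosome 5 (Cyp4a8 with a difference of −2.09 against the direction of its run), Grk3 and Mvk in that of chromosome 12, and Sdf2l1 in that of chromosome 11. The set members Sdhb and Eno1 lie in the chromosome 5 runs as well.

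**Figure D3:**
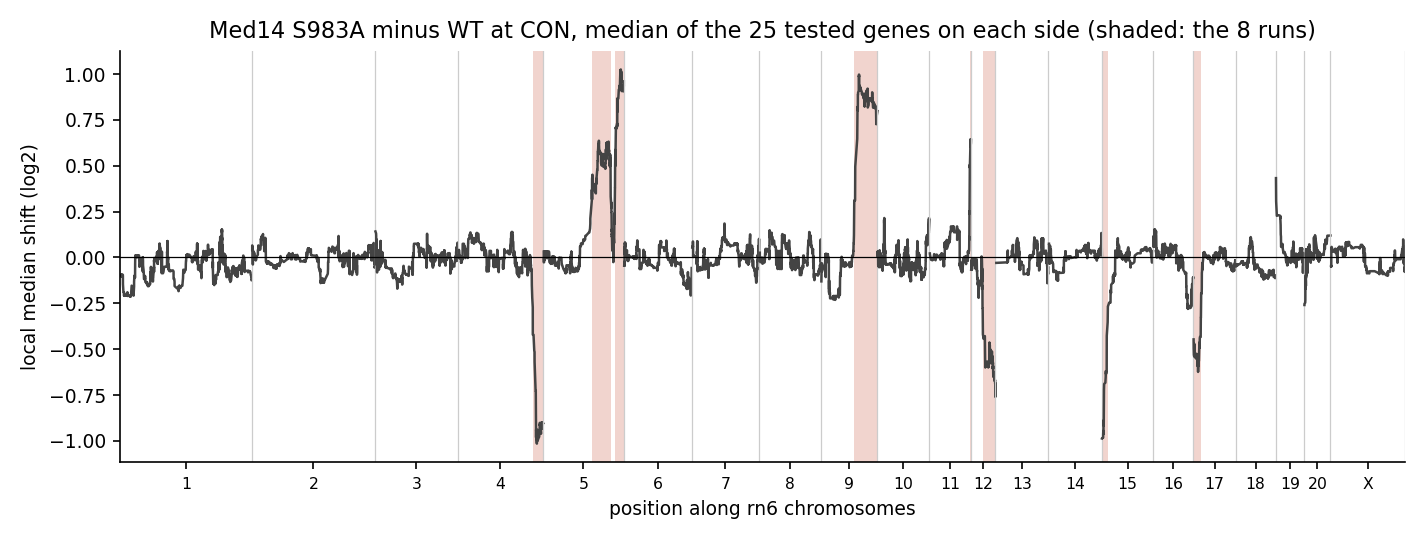
Median log2 difference between Med14 S983A and WT at CON over each gene and its 25 neighbours on each side (vertical axis) along the rn6 chromosomes (horizontal axis). Shaded stretches are the 8 runs, whose median differences lie between −1.01 and 0.84.

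In Med14 S983A cells, Ex-4 gave 209 higher and 103 lower genes at 1 h, 330 higher and 317 lower at 8 h, and 486 higher and 735 lower at 16 h. With ERCC scaling the 16 h split was 378 higher and 1015 lower (1591 lower without replicate 2 of the 16 h Ex-4 group), and DESeq2 with ERCC size factors gave 456 higher and 1270 lower. The Pearson r across genes between the WT and Med14 S983A responses, which share no library, was 0.878 at 1 h, 0.780 at 8 h and 0.649 at 16 h. Of the genes called higher in WT, 146 were also called higher in Med14 S983A at 1 h, 217 at 8 h and 188 at 16 h, and 34, 154 and 175 were called higher in WT alone. At 16 h, 430 genes were lower in both and 7 were called in opposite directions. A call in WT alone does not show a difference, which was tested as an interaction.

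The interaction between Ex-4 and genotype was called by limma for 69 genes at 1 h (35 with a higher and 34 with a lower response in Med14 S983A), 285 at 8 h (203 and 82) and 744 at 16 h (558 and 186). Median-centring gave 128 higher and 120 lower at 8 h, and 330 higher and 378 lower at 16 h. With ERCC scaling the splits were 104 higher and 168 lower at 8 h, and 140 higher and 1555 lower at 16 h. The 140 became 212 without replicate 1 of Med14 S983A 16 h Ex-4, and the 1555 became 885 without replicate 1 and 2822 without replicate 2 of Med14 S983A 16 h Ex-4, 2333 without replicate 1 of WT CON and 1080 without replicate 2 of WT CON. The direction of the 16 h difference therefore rests on the scaling. The median interaction over all genes at 16 h was 0.09 in TPM, −0.04 after median-centring and −0.31 with ERCC scaling.

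For the 363 genes induced at 16 h in WT, the median log2 change was 0.80 in WT and 0.60 in Med14 S983A. The median difference per gene was −0.28, and 72.7% of the genes changed less in Med14 S983A. Of these genes, 66 had a called lower response and 32 a called higher one. The difference was −0.30 for the 665 genes induced after median-centring and −0.53 for the 977 genes induced with ERCC scaling. Since the genes were chosen on their WT values, the choice was repeated on 1 replicate with the difference measured on the other, which gave −0.29 and −0.15.

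**Figure D4:**
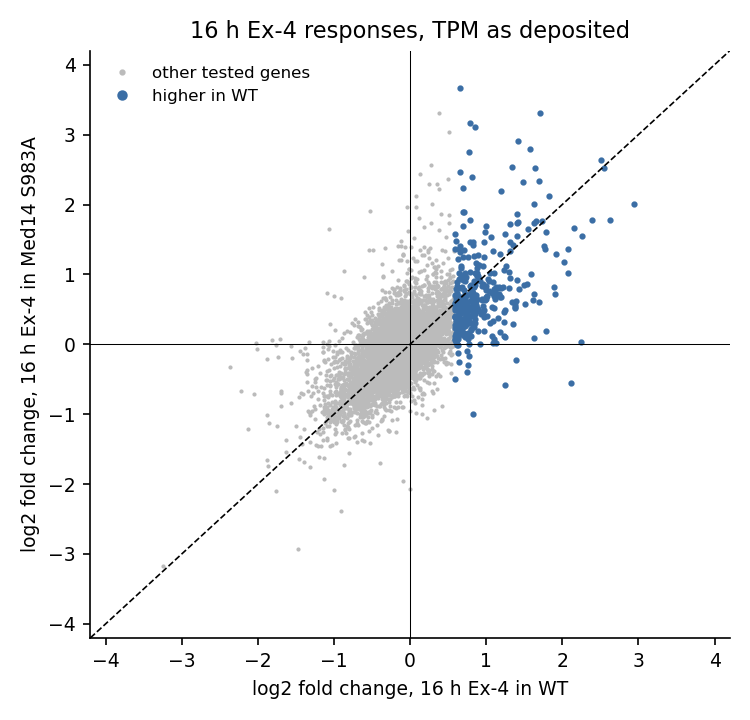
Log2 change after 16 h of Ex-4 in WT (horizontal axis) against that in Med14 S983A (vertical axis) for 10275 genes. Blue points are the 363 genes called higher in WT, whose median was 0.80 in WT and 0.60 in Med14 S983A.

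At 1 h the early genes rose in both genotypes. In Med14 S983A, AP-1 genes had a median log2 change of 3.66 and CREB feedback genes one of 3.82. The interaction at 1 h was −0.37 for AP-1 (adjusted p 5.7e-04, 2 of 7 higher) and 0.41 for CREB feedback genes (adjusted p 0.0190, 8 of 10 higher). The AP-1 interaction did not pass with a pseudocount of 0.1, with ERCC scaling or with only the libraries of the contrast, and its median was −0.20 without replicate 1 and −0.55 without replicate 2 of Med14 S983A 1 h Ex-4. The CREB interaction did not pass with only the libraries of the contrast, nor without replicate 1 of WT CON (0.36), replicate 1 of WT 1 h Ex-4 (0.35) or replicate 2 of Med14 S983A 1 h Ex-4 (0.41). Cholesterol genes rose at 1 h in Med14 S983A (median 0.03, adjusted p 0.0246), a call lost with ERCC scaling, without replicate 2 of Med14 S983A CON (0.02) and without replicate 1 of Med14 S983A 1 h Ex-4 (−0.02). The median was 0.047 without replicate 2 of that group. Single genes with a called interaction at 1 h were Dusp1 (−0.71), Sik1 (0.68), Pde4d (0.61), Fosl1 (−0.77) and Kdr (−0.77). The calls of Fosl1 and Kdr, both under 3 TPM, were not made by edgeR or DESeq2, where Kdr and, with DESeq2, Fosl1 changed sign. Both calls were also lost with a pseudocount of 0.1 (−0.999 for Fosl1 and −0.587 for Kdr). The call of Sik1 was lost with no filter on low values and without replicate 2 of Med14 S983A CON (0.55), that of Fosl1 without replicate 2 of WT 1 h Ex-4 (−0.60) and that of Pde4d after median-centring (0.58) and without replicate 1 of WT CON (0.54), replicate 2 of Med14 S983A CON (0.56) or replicate 1 of Med14 S983A 1 h Ex-4 (0.56).

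At 16 h the sets moved apart. In Med14 S983A the median log2 changes were 0.71 for cholesterol biosynthesis, 0.46 for ER folding, 0.31 for glycolysis, 0.13 for the TCA cycle, 0.59 for AP-1 and 0.92 for CREB feedback genes, all past the threshold in TPM. With ERCC scaling the glycolysis set no longer passed (0.21). The fry direction of the TCA cycle set turned to lower there, although its median was 0.03, and whether it passed is not given. The TCA cycle set (0.13) did not pass with only the libraries of the contrast, and its median was 0.076 without replicate 2 of Med14 S983A CON. The interaction was −0.64 for cholesterol biosynthesis (adjusted p 9.9e-10, 1 of 21 higher), −0.24 for ER folding (adjusted p 0.00194, 3 of 23 higher) and −0.07 for glycolysis (adjusted p 0.00194, 4 of 12 higher, mean −0.25). The ER folding interaction did not pass with only the libraries of the contrast, and its median was −0.16 without replicate 1 of Med14 S983A CON. That of glycolysis was −0.038 without replicate 1 of Med14 S983A 16 h Ex-4. The interaction was 0.73 for AP-1 (adjusted p 4.8e-07, 7 of 7 higher) and 0.74 for CREB feedback genes (adjusted p 6.5e-07, 10 of 10 higher). These 5 interactions kept their sign and call under median-centring and ERCC scaling. The CREB feedback set was lower at CON in Med14 S983A (−0.65), so for it a stronger response cannot be told apart from a lower baseline. The TCA cycle set did not differ in TPM (0.04, adjusted p 0.446), but was called lower in Med14 S983A after median-centring (−0.09) and with ERCC scaling (−0.38), and called higher without replicate 1 of Med14 S983A CON (0.06).

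Of the study-named genes, 11 had a called interaction at 16 h, and the number was 11 when adjusted over the list alone. Fos was at 2.28 ± 0.0566 TPM in WT and 6.01 ± 1.55 TPM in Med14 S983A at 16 h (SD, n = 2 each), an interaction of 1.70 (SE 0.15, limma adjusted p 1.7e-09). Hmgcs1 reached 297 ± 0.443 TPM in WT and 150 ± 7.21 TPM in Med14 S983A (SD, n = 2 each), an interaction of −1.07 (SE 0.08, limma adjusted p 6.2e-11). Sik1 had 1.19, Junb 0.96, Fosl2 0.84 and Cyp4a8 1.11. Junb and Fosl2 fell under 1.5-fold with ERCC scaling (0.55 and 0.51). Ins1 had −0.62 and was under 1.5-fold without replicate 2 of Med14 S983A CON (−0.56). Ins2 had −0.50 and passed after median-centring (−0.63), with ERCC scaling (−0.93), with edgeR (−0.61) and DESeq2 (−0.62), and without replicate 1 of Med14 S983A CON (−0.60). Other genes newly passed with ERCC scaling, Mdh1 (−0.78) and Bcar1 (−0.73) with limma, edgeR and DESeq2, Acadsb (−0.70) with limma alone, and Osbpl6 (−0.60) with edgeR and DESeq2 alone. Kdr newly passed with a pseudocount of 0.1 (−0.90), with DESeq2 (−1.22) and, under ERCC scaling, with edgeR (−1.53) and DESeq2 (−1.54). Pdk2 had −0.59, which was under 1.5-fold without replicate 2 of WT CON (−0.54), replicate 2 of WT 16 h Ex-4 (−0.56) or replicate 2 of Med14 S983A CON (−0.57). Pde10a had 0.63, which was under 1.5-fold after median-centring (0.50), with ERCC scaling (0.22) and with DESeq2 (0.58). It was also under 1.5-fold without replicate 1 of WT CON (0.54), of WT 16 h Ex-4 (0.58) or of Med14 S983A 16 h Ex-4 (0.49).

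Plat (NM_013151, chromosome 16, 74098268 to 74122858) rose in WT from 1.02 ± 0.0905 TPM in CON to 17.3 ± 1.26 TPM at 8 h and 6.002 ± 0.695 TPM at 16 h (SD, n = 2 each). In Med14 S983A its means were 0.0365, 0.149 and 0.180 TPM. The interactions of −3.03 at 8 h and −1.60 at 16 h are differences of log2 values with 1 TPM added. On recovered fragments, edgeR gave −2.11 at 8 h and −0.41 at 16 h, neither past its threshold, while DESeq2 called the Plat interaction at 8 h, but not with ERCC size factors (−2.19), nor at 16 h (−0.37). Kdr showed the same pattern at 8 h, with 6.42 ± 0.317 TPM in WT and 0.183 ± 0.0898 TPM in Med14 S983A (SD, n = 2 each), an interaction of −2.25. Pdk1 had an 8 h interaction of 0.61, which was under 1.5-fold after median-centring (0.52), with ERCC scaling (0.43), with edgeR (0.55) and DESeq2 (0.54), and without replicate 1 of WT CON (0.55), replicate 2 of Med14 S983A CON (0.58) or replicate 1 of Med14 S983A 8 h Ex-4 (0.57). Cyp4a8 had one of 0.82. The 8 h interaction of Rgs2 newly passed with ERCC scaling (−0.61), that of Osbpl6 with ERCC scaling in edgeR (−0.64) and DESeq2 (−0.63), and that of Fosl1 with a pseudocount of 0.1 (−1.17).

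Among genes of at least 10 TPM, the largest rises in response at 16 h were those of Ifi27l2b (NM_206846, chromosome 6, 127336305 to 127337791), Atf3 (NM_012912, chromosome 13, 109817893 to 109849632) and Casp4 (NM_053736, chromosome 8, 2635890 to 2651682). Ifi27l2b went from 6.46 ± 0.209 to 10.7 ± 0.711 TPM in WT and from 4.62 ± 1.18 to 69.7 ± 0.614 TPM in Med14 S983A (SD, n = 2 each), an interaction of 3.02 (SE 0.20, limma adjusted p 1.7e-11). Atf3 went from 3.83 ± 0.0339 to 5.93 ± 0.808 TPM in WT and from 3.15 ± 0.293 to 33.1 ± 2.77 TPM in Med14 S983A (SD, n = 2 each), an interaction of 2.52 (SE 0.14, limma adjusted p 5.0e-13). Casp4 went from 5.06 ± 0.110 to 31.7 ± 3.004 TPM in Med14 S983A (SD, n = 2 each) and lay at 0.0290 and 0.131 TPM in WT. Its interaction of 2.30 rests on the pseudocount, since edgeR gave 0.61 and DESeq2 0.48, neither past the threshold. The largest falls in response were those of Nxph4 (NM_021680, chromosome 7, 70833662 to 70842405; −1.83) and Mustn1 (NM_181368, chromosome 16, 6962737 to 6964987; −1.62), followed by Plat.

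**Figure D5:**
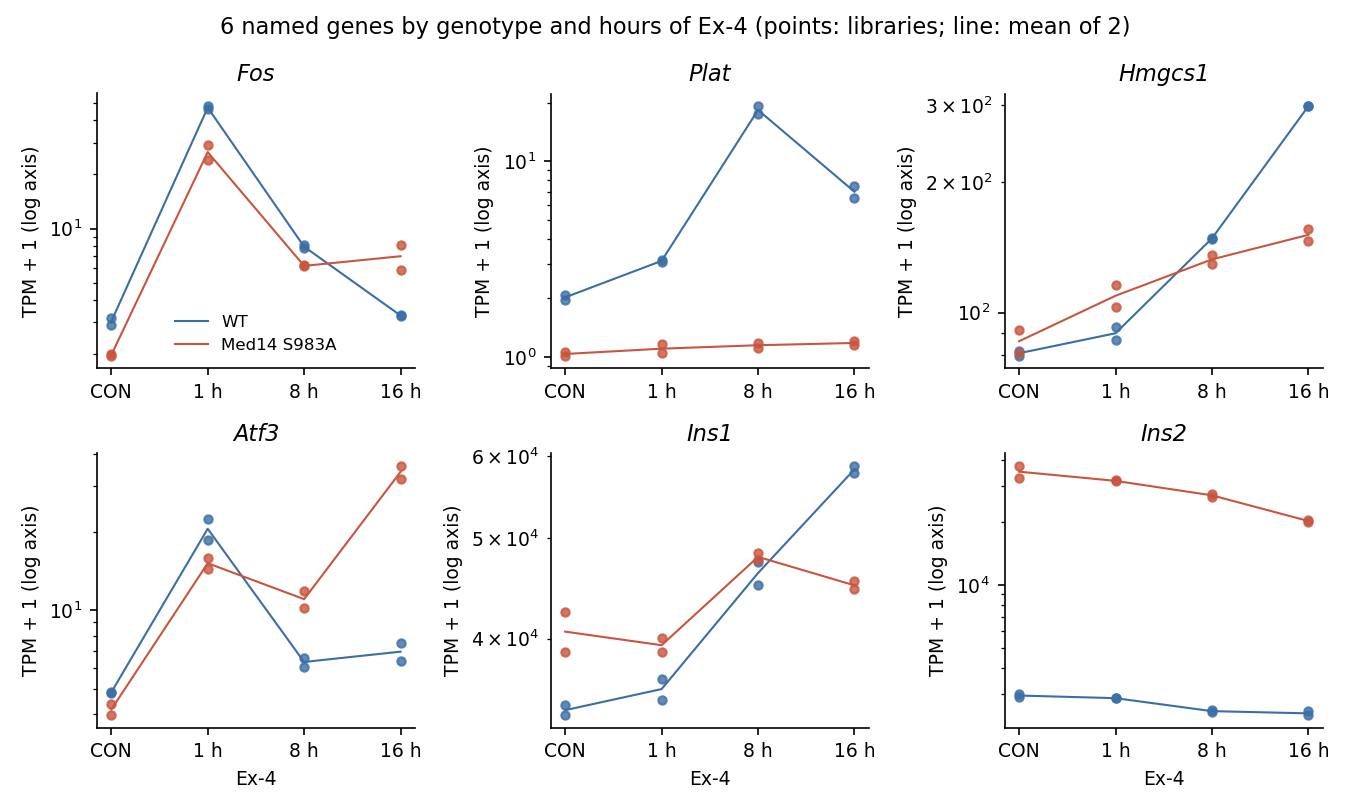
TPM + 1 (log axis) of Fos, Plat, Hmgcs1, Atf3, Ins1 and Ins2 at CON and after 1, 8 and 16 h of Ex-4 in WT and Med14 S983A. Points are the 2 replicates of each group and lines join group means, with Plat at 17.3 TPM in WT and 0.149 TPM in Med14 S983A at 8 h.

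The genes chosen by their change in other contrasts also had called interactions. Those of Cartpt were −0.74 at 8 h and −0.94 at 16 h, and those of Cck −1.12 and −0.85, so both peptide genes rose less in Med14 S983A. Hspa12a (1.46 and 1.33), Lingo4 (0.82 and 0.92) and Pgm5 (1.98 and 1.67) fell less, from lower CON levels. For Pgm5, at 0.3 TPM in Med14 S983A CON, edgeR gave 0.58 and 0.56, neither past the threshold. The 16 h interaction of Lingo4 was under 1.5-fold with ERCC scaling (0.53). At 8 h, Txnip had an interaction of 0.81, Ifi27l2b 0.77, Atf3 1.02, Mustn1 −1.13 and Casp4 0.98. Txnip (0.58 with each) and Ifi27l2b (0.65 with each) were not called at 8 h by edgeR or DESeq2 with ERCC scaling. Ifi27l2b also lost its 8 h call without replicate 1 of Med14 S983A CON (0.56), and Casp4 was not called by edgeR or DESeq2, which gave it the opposite sign. The 8 h call of Casp4 was lost with a pseudocount of 0.1 as well (0.87). At 1 h, Dact2 had an interaction of 0.80 from 0.0730 TPM in Med14 S983A CON, which edgeR and DESeq2 did not call. It was also not called with a pseudocount of 0.1 (0.58).

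A further comparison asked whether the genotype changes the same genes as Ex-4. Of the 852 genes higher at CON in Med14 S983A, 93 (10.9%) were also higher after 16 h of Ex-4 in WT, against 3.53% for independent sets. Of the 1145 lower genes, 212 (18.5%) were also lower, against 8.28%. Both contrasts share the WT CON libraries, and simulations of unchanged groups against shared controls, with the same numbers of top genes, overlapped by a median of 19.9% (16.8% to 21.9%, 100 simulations) and 31.5% (29.4% to 35.1%). The simulations held noise alone and took top genes without a fold minimum. They therefore do not give the overlap that shared controls would cause among genes called at 1.5-fold. With a different WT CON replicate for each contrast the overlaps were 10.9% and 17.8%. Independent sets would then give 3.38% to 3.84% of higher and 7.55% to 9.29% of lower genes. Another 54 genes were higher at CON and lower with Ex-4, and 62 were lower at CON and higher with Ex-4. ERCC scaling moved the overlap most, to 20.4% of higher and 11.3% of lower genes, against 9.51% and 2.69% for independent sets under that scaling.

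FSK in Med14 S983A gave 328 higher and 740 lower genes at 1 h, 1188 higher and 3550 lower at 8 h, and 1255 higher and 2168 lower at 16 h. After median-centring the splits were 434 higher and 425 lower, 2225 higher and 2207 lower, and 1755 higher and 1616 lower. With ERCC scaling they were 265 higher and 1504 lower at 1 h, and 2004 higher and 1480 lower at 16 h. The Pearson r across genes between genotypes was 0.911, 0.858 and 0.789 at 1, 8 and 16 h. The interaction between FSK and genotype was called for 169 genes at 1 h (90 higher and 79 lower), 1424 at 8 h (786 and 638) and 1749 at 16 h (1091 and 658). With ERCC scaling the splits were 49 and 243, 583 and 888, and 694 and 1076, and median-centring turned that at 16 h to 802 and 893.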

Values the study reported

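The study reported 184 genes induced by 1 h of Ex-4 in WT INS-1 cells and a response of 1065 genes at 16 h, for which its text names no direction. It gave 636 genes as induced at 16 h in WT cells alone.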

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

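The alternatives used in this part were planned, except edgeR and DESeq2 with ERCC scaling, which were added after seeing the data. The choice of genes by WT values and library scaling were set up as tests of an explanation only after their values were seen, and the test on the baseline before.

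What brought the results of this part here is a difference between WT and Med14 S983A in the response to a treatment, by an interaction test. Called interactions with Ex-4 numbered 69 at 1 h, 285 at 8 h and 744 at 16 h, and those with FSK 169, 1424 and 1749. The number at 16 h of Ex-4 rose to 1695 with ERCC scaling, most of them lower, and there it depends on single libraries (of its 1555 lower genes, 885 were called without replicate 1 and 2822 without replicate 2 of Med14 S983A 16 h Ex-4, 2333 without replicate 1 of WT CON and 1080 without replicate 2).

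Gene sets with an interaction at 1 h were AP-1 (−0.37) and CREB feedback genes (0.41). The first was lost with a pseudocount of 0.1 (−0.32), with ERCC scaling and with only the libraries of the contrast, and went to −0.20 without replicate 1 and −0.55 without replicate 2 of Med14 S983A 1 h Ex-4. The second was lost with only those libraries and without replicate 1 of WT CON (0.36), replicate 1 of WT 1 h Ex-4 (0.35) or replicate 2 of Med14 S983A 1 h Ex-4 (0.41). At 16 h the medians were 0.73 for AP-1, 0.74 for CREB feedback genes, −0.64 for cholesterol biosynthesis, −0.24 for ER folding and −0.067 for glycolysis (mean −0.25). The ER folding call was lost with only the libraries of the contrast, and its value was −0.16 without replicate 1 of Med14 S983A CON. That of glycolysis was −0.038 without replicate 1 of Med14 S983A 16 h Ex-4.

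Genes named in the text with an interaction at 1 h were Dusp1 (−0.71), Sik1 (0.68), Fosl1 (−0.77), Pde4d (0.61), Kdr (−0.77) and Dact2 (0.80). Sik1 fell under 1.5-fold without replicate 2 of Med14 S983A CON (0.55) and did not pass with no filter on low values. Pde4d fell under 1.5-fold after median-centring (0.58), without replicate 1 of WT CON (0.54), replicate 2 of Med14 S983A CON (0.56) or replicate 1 of Med14 S983A 1 h Ex-4 (0.56). Fosl1 lost its call without replicate 2 of WT 1 h Ex-4 (−0.60). Fosl1, Kdr and Dact2 were not called by edgeR or DESeq2, nor with a pseudocount of 0.1 (−0.999, −0.587 and 0.577). Fosl1 and Kdr were under 3 TPM in both genotypes at CON and at 1 h of Ex-4, and Dact2 was under 1 TPM in Med14 S983A alone.

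At 8 h the interactions were −2.25 for Kdr, −3.03 for Plat, 0.61 for Pdk1, 0.82 for Cyp4a8, −0.74 for Cartpt, −1.12 for Cck, 0.81 for Txnip, 0.82 for Lingo4, 1.46 for Hspa12a, 1.98 for Pgm5, 0.77 for Ifi27l2b, 1.02 for Atf3, 0.98 for Casp4 and −1.13 for Mustn1. Pdk1 fell under 1.5-fold without replicate 1 of WT CON (0.55), replicate 2 of Med14 S983A CON (0.58) or replicate 1 of Med14 S983A 8 h Ex-4 (0.57), and Ifi27l2b without replicate 1 of Med14 S983A CON (0.56). Plat, Pgm5 and Casp4, each under 1 TPM in 1 genotype at CON, were not called by edgeR, and of these DESeq2 called Plat alone, but not with ERCC size factors (−2.19). Casp4 also lost its call with a pseudocount of 0.1 (0.87). Txnip (0.58 with each) and Ifi27l2b (0.65 with each) were not called by edgeR or DESeq2 with ERCC scaling. Pdk1 was under 1.5-fold with edgeR (0.55) and DESeq2 (0.54), after median-centring (0.52) and with ERCC scaling (0.43).

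At 16 h they were 0.63 for Pde10a, 1.19 for Sik1, 1.70 for Fos, 0.96 for Junb, 0.84 for Fosl2, −1.60 for Plat, −0.62 for Ins1, −0.59 for Pdk2, −1.07 for Hmgcs1, 1.11 for Cyp4a8, −0.94 for Cartpt, −0.85 for Cck, 0.92 for Lingo4, 1.33 for Hspa12a, 1.67 for Pgm5, 3.02 for Ifi27l2b, 2.52 for Atf3, 2.30 for Casp4, −1.83 for Nxph4 and −1.62 for Mustn1. Plat, Pgm5 and Casp4 were called by neither edgeR nor DESeq2. Pde10a was under 1.5-fold with DESeq2 (0.58) and after median-centring (0.50). It also fell under 1.5-fold without replicate 1 of WT CON (0.54), of WT 16 h Ex-4 (0.58) or of Med14 S983A 16 h Ex-4 (0.49). Ins1 did so without replicate 2 of Med14 S983A CON (−0.56), and Pdk2 without replicate 2 of WT CON (−0.54), of WT 16 h Ex-4 (−0.56) or of Med14 S983A CON (−0.57). With ERCC scaling, Pde10a (0.22), Junb (0.55), Fosl2 (0.51) and Lingo4 (0.53) were under 1.5-fold. Junb, Pde10a, Sik1 and Cyp4a8 were lower at CON in Med14 S983A. For them a stronger response cannot be told apart from a lower baseline.

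Genes induced by 16 h of Ex-4 in WT rose less in Med14 S983A. The choice of genes on their WT values was tested with genes chosen on 1 replicate and measured on the other. With genes chosen on replicate 1, the medians were 0.85 in WT and 0.61 in Med14 S983A (median difference per gene −0.29). With genes chosen on replicate 2, they were 0.70 and 0.61 (−0.15). The first result argues against this choice as the whole cause, but the second, with its close medians, leaves it open. Library scaling is argued against, since the weaker of the values under median-centring and ERCC scaling was −0.30. A higher baseline of these genes in Med14 S983A cannot be told apart from a weaker response. Among genes with no higher baseline the median difference was −0.076 and −0.14 (146 and 145 genes), and among genes with a higher baseline −0.30 and −0.31 (217 and 218 genes), each with 1 CON replicate for the baseline and the other for the response. The baseline is itself a difference between the genotypes. The substitution and differences between cell lines unrelated to it stay open, since both move with the genotype. The study describes independently made knock-in lines, but the labels do not say which line a library comes from. Beyond the alternatives named above, no technical explanation was tested for the single genes.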

How the results depend on the processing

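Chosen after seeing the data were edgeR and DESeq2 with ERCC scaling, and the filter at 5 TPM for the correlation, overlap and response values.

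All 22 counts of called genes stayed within 1.5 times their value with a pseudocount of 0.1, no filter, a mean of at least 5 TPM, median-centring, only the libraries of the contrast, edgeR and DESeq2, and so did 112 of 112 counts with 1 library left out. Of the 470 values of genes under the naming rule, the call and direction were the same for 446 with a pseudocount of 0.1, 469 with no filter, 454 after median-centring, 435 with ERCC scaling, 470 with only the libraries of the contrast, 440 with edgeR and 436 with DESeq2, and for 440 of 440 at 5 TPM. With a pseudocount of 0.1, 20 values were newly called and 4 no longer called, with the same sign. These numbers were 0 and 1 with no filter, 9 and 7 after median-centring, and 20 and 15 with ERCC scaling. They were 18 and 9 with edgeR and 21 and 9 with DESeq2. Another 3 values with edgeR and 4 with DESeq2 changed sign and lost their call. With ERCC scaling, edgeR had 412 the same, 36 newly called and 20 no longer called, and DESeq2 414, 34 and 18. Another 2 values with this edgeR fit and 4 with this DESeq2 fit changed sign and lost their call. With 1 library left out, 2398 of 2444 were the same, 29 were no longer called and 17 newly called, where the lone library of a group is assumed to vary like the other groups.

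The fold minimum moved all 22 counts. Without it, Ex-4 changed 2592, 6082 and 7057 genes in WT at 1, 8 and 16 h and 2692, 5197 and 6359 in Med14 S983A. FSK changed 4538, 8677 and 8271 in WT and 5388, 8690 and 8106 in Med14 S983A. The genotype changed 6802 at CON, the interactions were 159, 1910 and 4317 with Ex-4 and 600, 5508 and 5954 with FSK, and Ex-4 differed from FSK for 1368, 7907 and 7023. The cause is the construction, since small changes pass.

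ERCC scaling moved 3 of 22 counts by over 1.5 times with limma, edgeR and DESeq2. These were 1 h of FSK in Med14 S983A (1769, 2196 and 2185, against 1068), the 16 h Ex-4 interaction (1695, 1966 and 1927, against 744) and the 1 h FSK interaction (292, 359 and 362, against 169). The cause of the shift in the spike-in share was not settled.

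Of 42 set tests, 42 were the same with no filter and at 5 TPM, 41 with a pseudocount of 0.1 and 41 with camera, and 36 each with median-centring, ERCC scaling and only the libraries of the contrast. After median-centring, the TCA cycle (0.061) and cholesterol (0.032) sets reversed and ER folding (0.073) passed at 1 h in WT, the TCA cycle passed at 1 h in Med14 S983A (0.045), and it reversed for the genotype (0.030) and the 16 h interaction (−0.091). With ERCC scaling, the TCA cycle reversed at 16 h in Med14 S983A (0.027) and for the 16 h interaction (−0.38), and glycolysis for the genotype (0.14). Glycolysis at 16 h (0.21) and cholesterol at 1 h (0.031) in Med14 S983A, and the AP-1 interaction at 1 h (−0.37), no longer passed. The AP-1 interaction was also lost with a pseudocount of 0.1 (−0.32). With only the libraries of the contrast, which leaves fewer degrees of freedom, 6 sets no longer passed, namely the TCA cycle at 16 h in WT (0.016) and Med14 S983A (0.13), cholesterol at 1 h in Med14 S983A (0.030), the AP-1 (−0.37) and CREB (0.41) interactions at 1 h and ER folding at 16 h (−0.24). With camera the cholesterol interaction at 1 h passed (0.092). The cause was not tested for the pseudocount and camera.

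With 1 library left out, 204 of 216 set tests were the same, 5 no longer passed and 7 newly passed. The ranges were −0.045 to 0.044 for the TCA cycle at 1 h in Med14 S983A (without replicate 2 and replicate 1 of Med14 S983A CON), −0.024 to 0.047 for cholesterol there (without replicate 1 and replicate 2 of Med14 S983A 1 h Ex-4), −0.12 to −0.025 for the TCA cycle by genotype, 0.35 to 0.48 for the CREB interaction, −0.0077 to 0.090 for the TCA cycle interaction and 0.031 to 0.16 for the cholesterol interaction at 1 h, and 0.0065 to 0.063 for the TCA cycle interaction at 16 h.

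Genes near the floor in 1 or both genotypes reversed on recovered fragments. The 1 h interaction of Fosl1 was 0.027 with DESeq2 and 0.014 with DESeq2 and ERCC scaling. That of Kdr was 0.17 with edgeR, 0.18 with edgeR and ERCC scaling, 0.20 with DESeq2 and 0.19 with DESeq2 and ERCC scaling. For Dact2 the values were −0.0048 with edgeR, −0.0088 with DESeq2 and −7.7e-05 with DESeq2 and ERCC scaling. The 8 h interaction of Casp4 was −0.080 with edgeR, −0.19 with edgeR and ERCC scaling, −0.19 with DESeq2 and −0.30 with DESeq2 and ERCC scaling. A pseudocount of 1 TPM compresses changes under 1 TPM, and the cause was not tested further. Whether depth limits the calls at these values was not tested.

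The correlation of Ex-4 and FSK responses at 1 h was 0.934 with no filter, 0.954 at 5 TPM, 0.903 with separate controls and 0.929 to 0.943 with 1 library left out. At 16 h it was 0.731 with ERCC scaling and 0.723 with separate controls. The overlap of higher genes was 14.8% with a pseudocount of 0.1, 9.76% with no filter, 13.04% at 5 TPM, 16.6% after median-centring, 20.4% with ERCC scaling and 10.7% to 12.1% with 1 library left out. That of lower genes was 21.1% with a pseudocount of 0.1, 12.6% after median-centring and 11.3% with ERCC scaling. The response of induced genes in Med14 S983A was 0.66 with a pseudocount of 0.1, 0.64 at 5 TPM, 0.54 after median-centring, 0.29 with ERCC scaling and 0.57 to 0.63 with 1 library left out. Its difference from WT was −0.53 with ERCC scaling, and −0.29 and −0.15 with genes chosen on 1 replicate and measured on the other. The cause of these moves was not tested.

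The replicate number as a block changed no call, with 22 of 22 counts, 42 of 42 sets and 470 of 470 gene values the same. Over 91 pairs of groups, the r of replicate differences was −0.280 to 0.283 (median 0.00346), above 0.1 for 17 and under −0.1 for 11, so libraries with the same number were not paired.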

Other observations

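Of the tests in this part, those on a single spike-in library, on abundant genes and on copy number over the whole pattern were chosen before the result was seen. The tests on pipetting noise, on spike-in amounts by group, on the runs and the genes outside them, and on reads shared between the insulin genes were chosen only after it.

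The split of the 16 h Ex-4 calls depended on spike-in scaling, and under it differed between genotypes. Pipetting noise between single libraries is argued against for the 14 groups together. The log2 ERCC factor differed more between them than within them (ratio of mean squares 5.26, one-sided permutation p 0.0025, 100000 permutations). The test does not single out the 16 h Ex-4 groups. Replicates of Med14 S983A at 16 h of Ex-4 differed by 0.273 in this factor, the largest gap of any group. A single library, replicate 1 of Med14 S983A at 16 h of Ex-4, is argued against as the whole cause. Without it, Med14 S983A still reached only 51.0% of the number of induced genes of WT with ERCC scaling. The 10 most abundant genes, if they took a larger part of the TPM, are argued against as the whole cause, since 35.7% of the WT calls were higher after their removal, against 29.9% with them and 62.0% after median-centring. A larger part taken by other abundant genes was not tested. The ERCC factor changed by −0.33 in WT and 0.10 in Med14 S983A, a difference of 0.43 (SE 0.125). Spike-in amounts that differed between groups for a technical reason cannot be told apart from a change in messenger RNA per mass of total RNA, since both act on the group as a whole.

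Copy number differences between the cell lines could explain the runs of neighbouring genes that differ at CON. Over genes in the runs, the smallest median difference in the direction of the run among 7 conditions was 0.67, and 89.7% to 92.2% of these genes differed in that direction. The Spearman rho of neighbouring genes was 0.247, against at most 0.0275 in 1000 shuffled orders and 0.0788 for 16 h of Ex-4 in WT. The minimum of 20 genes per run was set after a shorter run was seen. Outside the runs lay 1425 calls. Among 8185 genes whose neighbours (25 on each side, without the gene itself) had a median shift under 0.1 in size, 14.7% were called, against 19.4% of all tested genes. A long segment with a shared shift would move such neighbours too, which argues against long segments as the cause of these 1203 calls and leaves the other calls outside the runs open. Segments shorter than these neighbourhoods and changes of single genes were not tested. Over the whole pattern, 71.9% of calls were left after subtraction of the local median, which decided neither way. Of the 16 h Ex-4 calls in WT, 8.24% lay in runs, and of the interaction calls 8.06%, near the 8.78% of all genes. Whether the runs come with the substitution or with the clone was not tested, since the labels do not say which knock-in line a library comes from.

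Ins2 was higher in Med14 S983A at CON. Reads shared between Ins1 and Ins2 are argued against as the whole cause, since the sum of both was 2.04 times that of WT. The substitution and the clone stay open.

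At 16 h of Ex-4 in WT, the number of induced genes here was 363. That is lower than the value quoted from the study above, which may count both directions. Both directions together gave 1214 genes here, and induced genes 977 with ERCC scaling. DESeq2 with ERCC size factors gave 1141 higher and 358 lower genes. In TPM, the number of genes induced in WT alone was 175. That is lower than the value quoted from the study above. With ERCC scaling, which is closer to the study's method, the number was 735.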
